A study of Mus musculus with 6 samples.

How the data were processed

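The study profiled polyadenylated RNA from mouse embryonic stem cells by bulk RNA sequencing. The cells carried a fluorescent reporter driven by MERVL, an endogenous retrovirus that is active at the two-cell stage of the mouse embryo and in a small fraction of cultured embryonic stem cells. Cells with and without reporter signal (DsRed2-positive and DsRed2-negative) were separated by fluorescence-activated cell sorting, and the labels list 2 groups of 3 samples each, grown in medium with serum and leukemia inhibitory factor. Per the labels, the replicates were taken on different dates, and the libraries were read as paired ends on a DNBSEQ sequencer.

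The values used here come from one table of the authors' own comparison. The name the authors gave the table states DESeq2 and a fold-change limit of 0.5, and per the file headers its columns carry the names that DESeq2 gives its output, so they were read in that sense. The version of DESeq2 the authors used is not stated. The mean normalized count of each gene is a signal, pooled over libraries by the authors. The log2 fold change and its standard error are on the log2 scale, as deposited. The statistic that the authors deposited is a score, taken here as a Wald statistic, because it differed by at most 5.77e-07 from the log2 fold change divided by its standard error. The p-value and the adjusted p-value are used as deposited by the authors. The labels and the file headers record no aligner, no counting program, no genome build, no annotation release, no model formula and no reference group. The table does not name the groups it compares, and that they are the DsRed2-positive and DsRed2-negative groups is taken from the labels, which list no others. The sign of every fold change is therefore given as deposited, and which sorted group is the numerator is not stated in the table. Because the counting is not stated, genes with near-identical copies or overlapping or antisense neighbours carry uncertain values.

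A table of counts for 6 libraries was not used. Its 6 columns have run and barcode numbers as names, and these match no sample label, so no column could be given to a sample or group. Library depth, values per replicate and the spread between replicates are therefore not analysed here, and the precision of each value is given by the authors' standard error. The median standard error was 0.63 on the log2 scale for the 4452 genes with a mean normalized count under 50 and 0.11 for the 5780 genes with at least 1000. A large fold change of a gene with a low mean count was not checked against the counts in each library and depends on the authors' fit.

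The design fixed before the data were examined planned edgeR's quasi-likelihood test, camera and fry on counts per sample, but edgeR, DESeq2 and fry were not run here, since no count column could be matched. The counts of changed genes are those at an adjusted p-value under 0.05 in the authors' table. Gene lists were tested with cameraPR (limma 3.58.1 in R 4.3.3), the form of camera that takes one statistic per gene. It was applied to the deposited Wald statistics, two-sided, with a preset correlation of 0.01 between genes, and was adjusted by Benjamini-Hochberg over the 17 lists. The lists were fixed beforehand from general knowledge of the field and matched by the gene names in the table. cameraPR compares a list with all other genes of the table and treats genes, not samples, as the units.

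The genes named in the text followed a rule fixed beforehand. It took 10 preset genes, of which 6 had no row used here and were not analysed here (Zscan4c, Zscan4d, Zfp352, Tcstv3, Tmem92 and Dux). It also took the 5 most positive and the 5 most negative genes with an adjusted p-value under 0.05 and a mean count of at least 100, and the 2 members with the smallest p-value of each list past the threshold. The part of the rule that asked for no overlap between replicates could not be applied. Genes named outside the rule were chosen after their values were seen.

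GC content and the length of the longest transcript were taken from GENCODE M21 (GRCm38) by Ensembl gene ID for 16795 of the 17110 genes, and their joint trend was removed from the fold changes by loess with a span of 0.3. GENCODE M21 also gave the order of genes along chromosomes. No coordinates are printed, because the authors' build is not stated. The procedures were tested on simulated data. The simulation drew genes independently with the table's own standard errors and changed only genes with a mean count of at least 100. Of 200 genes changed by 1 on the log2 scale, 94.5% were recovered among 17110 genes, and 5.5% of the calls were false. Of 60 lists shifted by 0.5, 60 were called, and 1 of 280 unshifted lists was called. All genes outside the shifted lists were simulated without change, whereas 30.5% of the real genes had an adjusted p-value under 0.05. The shift of 0.5 was also larger than the medians of several lists called below. These list rates therefore do not give the power or the false calls of the real lists. The rank correlation of a simulated GC trend fell from 0.72 to 0.0071 on removal over 16795 genes. The real trends were weaker: the rank correlation of the fold changes with GC content went from 0.036 to -0.016 on removal. That with transcript length went from -0.13 to -0.044, so part of it remained. A length trend was not simulated.

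The alternatives tried were a stricter fold change, a stricter adjusted p-value, a minimum mean count of 50, other centres of the fold changes, removal of the GC and length trend, and for the lists ranks, fold changes in place of statistics, and a preset correlation of 0.05. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.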

Results

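Mouse embryonic stem cells of the line named TG2A in the labels were sorted by the fluorescence of a MERVL reporter into a DsRed2-positive and a DsRed2-negative group, with 3 samples in each. MERVL-positive cells are commonly called two-cell-like cells, and the series concerns division and rejuvenation in that state. The single comparison the design implies is between the sorted groups. It was examined through the authors' deposited table, which gives 1 fold change per gene and no values per sample. Depth per library is unknown here. A positive fold change below is one that the table gives as positive, and the table does not state which group that favours. Nor does the table name the groups it compares. It was taken to be the comparison of the sorted groups because these are the only groups in the labels, and the few two-cell genes with a row, 6 of 80 listed symbols, leave that reading in doubt for every fold change below.

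The authors' deposited table held 17110 genes with mean normalized counts between 5.58 and 587461, and the median gene had 394.2. In the authors' deposited table, 5211 genes (30.5%) had an adjusted p-value under 0.05, of which 2492 were positive and 2719 were negative. The median log2 fold change over all genes of the authors' deposited table was 0.0097. Centring the fold changes on the ribosomal protein genes, a shift of 0.093 on the log2 scale, moved this split most among the alternatives, to 1864 positive and 3508 negative genes. The positive share of the calls in the authors' deposited table was thus 47.8% as deposited and 34.7% after that centring.

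The authors' deposited table also carries a call for each gene, with 1609 genes called up and 2067 called down. These calls in the authors' deposited table were equal, with 0 exceptions, to an adjusted p-value under 0.05 together with an absolute log2 fold change over 0.5. Of the 3676 called genes in the authors' deposited table, 56.2% were down. At an absolute log2 fold change over 1, the authors' deposited table held 957 positive and 1315 negative genes. Of the 4452 genes with a mean count under 50, 20.7% were past the threshold in the authors' deposited table, against 30.5% of all genes.

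**Figure D1:**
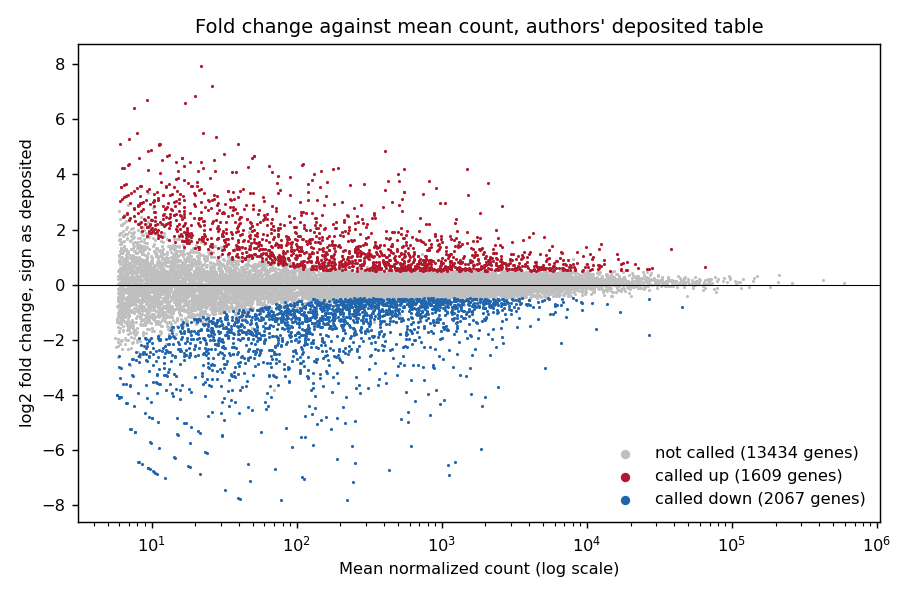
Each point is one of the 17110 genes of the authors' deposited table, with its mean normalized count on a log axis and its log2 fold change with the deposited sign. Red points are the 1609 genes called up, blue points the 2067 called down and grey points the 13434 not called. Fold changes spread most widely at low mean counts.

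The 5 most negative genes with a mean count of at least 100 were Sprr2a2, Fgf5, Gbp7, Loxl4 and Gbp2b. In the authors' deposited table, Sprr2a2 (ENSMUSG00000068893) had a log2 fold change of -7.82 with a standard error of 1.24 and a adjusted p-value of 4.95e-09. Fgf5 (ENSMUSG00000029337) stood at -7.17 with a standard error of 0.53 in the authors' deposited table, and its adjusted p-value was 6.61e-40. The log2 fold changes of Gbp7, Loxl4 and Gbp2b in the authors' deposited table were -7.04, -6.98 and -6.92, with standard errors of 0.81, 0.82 and 0.65. Sprr2a2, Gbp7 and Gbp2b belong to families of similar genes, so their reads could have been divided among copies.

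The 5 most positive genes by the same rule were Rpl39l, Pnma5, Catip, Arl14epl and Gm11839. In the authors' deposited table, Rpl39l (ENSMUSG00000039209) had a log2 fold change of 4.87 with a standard error of 0.23 and a adjusted p-value of 1.56e-92. The log2 fold changes of Pnma5, Catip, Arl14epl and Gm11839 in the authors' deposited table were 4.39, 4.34, 4.22 and 4.21, with standard errors between 0.27 and 0.44. Rpl39l is a near-copy of the ribosomal protein gene Rpl39, so its counts could include reads of that gene. Rpl39 itself was at 0.080 with a standard error of 0.12 in the authors' deposited table. This argues against reads shared with Rpl39 as the source of the positive value of Rpl39l.

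Pluripotency genes were examined because the compared cells are embryonic stem cells. Among the preset genes of this kind, Zfp42 had a log2 fold change of 1.10 with a standard error of 0.092 in the authors' deposited table (adjusted p-value 1.6e-30). Nanog had 0.73 with a standard error of 0.15 in the authors' deposited table (adjusted p-value 5.75e-06). Pou5f1 had 0.26 with a standard error of 0.10 (adjusted p-value 0.0364) and was below the authors' fold-change limit in the authors' deposited table. This call of Pou5f1 was lost when the fold changes were centred on the ribosomal protein genes (0.17) and when GC and length trends were removed (0.21). The log2 fold change of Sox2 in the authors' deposited table was 0.14 with a standard error of 0.14, which is not distinguishable from 0 (adjusted p-value 0.491).

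**Figure D2:**
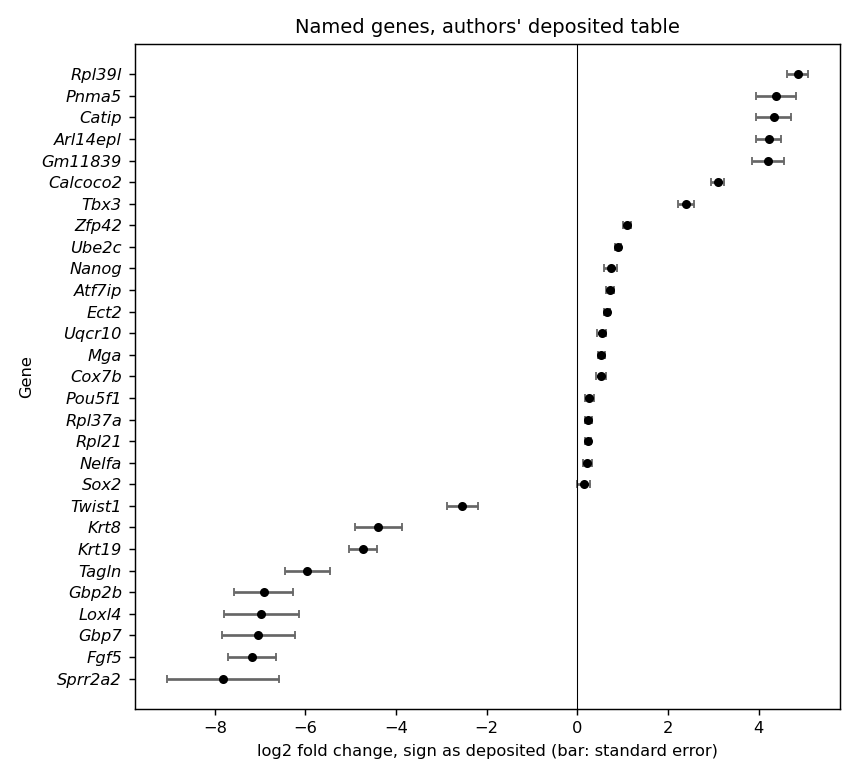
Each point is the log2 fold change of a named gene in the authors' deposited table, with the deposited sign, and each bar is the authors' standard error. The genes run from Sprr2a2 at -7.82 to Rpl39l at 4.87, and Sox2 lies within 1.02 standard errors of 0.

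Across the 17 preset lists, 8 passed an adjusted p-value of 0.05 by cameraPR from limma on the statistics of the authors' deposited table. The pluripotency list had a median log2 fold change of 0.77 over 25 genes in the authors' deposited table (limma cameraPR adjusted p-value 3.06e-14). Of its 25 genes in the authors' deposited table, 22 were positive, 17 were called up and 0 were called down. In this list, 20 genes were past the threshold over all genes and 20 when adjusted over the list alone. Its 2 members with the smallest p-values in the authors' deposited table were Tbx3, at 2.39 with a standard error of 0.18, and Zfp42. The alternative that moved this list most was the use of log2 fold changes in place of Wald statistics, which gave a cameraPR adjusted p-value of 0.000825, the highest of 7 alternatives that reached down to 3.48e-14.

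Lists of other lineages moved the other way. All 18 trophectoderm genes with a row were negative in the authors' deposited table, with a median log2 fold change of -1.64 (limma cameraPR adjusted p-value 9.92e-07). Of these 18 genes in the authors' deposited table, 11 were past the threshold over all genes and 13 when adjusted over the list alone. The trophectoderm members Krt19 and Krt8 had log2 fold changes of -4.73 and -4.39 in the authors' deposited table, with standard errors of 0.31 and 0.52. Not past the threshold over all genes were Tead4, Ets2, Ascl2, Gata2, Gata3, Tfap2c and Esx1, between -0.17 and -1.66 in the authors' deposited table. The list result thus does not show a change of every trophectoderm gene. The fibroblast list had a median of -1.69 over 14 genes in the authors' deposited table, with 12 negative (limma cameraPR adjusted p-value 0.000717). Past the threshold were 10 fibroblast genes over all genes and 10 when adjusted over the list alone. Its members Tagln and Twist1 had log2 fold changes of -5.96 and -2.54 in the authors' deposited table, with standard errors of 0.50 and 0.35. The primitive endoderm list spread from -3.26 to 3.24 around a median of -0.42 in the authors' deposited table and did not pass (limma cameraPR adjusted p-value 0.473).

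The G2 and M phase list had a median log2 fold change of 0.21 over 52 genes in the authors' deposited table, with 42 positive (limma cameraPR adjusted p-value 5.45e-06). Of its genes, 25 were past the threshold over all genes and 25 when adjusted over the list alone. Its members Ube2c and Ect2 had log2 fold changes of 0.90 and 0.65 in the authors' deposited table, with standard errors of 0.070 and 0.073. The S phase list had a median of 0.050 in the authors' deposited table and did not pass (limma cameraPR adjusted p-value 0.473). Centring on the ribosomal protein genes turned the S phase median to -0.043, still without a call. The call of the G2 and M phase list was lost with log2 fold changes in place of Wald statistics, at a cameraPR adjusted p-value of 0.38 (lowest of 7 alternatives 6e-07). The difference between the cell-cycle lists was not tested.

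Smaller shifts were seen in 3 further lists. Repressors of the two-cell-like state had a median log2 fold change of 0.17 in the authors' deposited table (limma cameraPR adjusted p-value 0.0234). Of the 26 repressor genes in the authors' deposited table, 20 were positive, such as Atf7ip at 0.72 and Mga at 0.53. The other 6 were negative, and the lowest of them, E2f6, was called down at -0.85 in the authors' deposited table. Nuclear oxidative phosphorylation genes had a median of 0.11 over 74 genes in the authors' deposited table (limma cameraPR adjusted p-value 0.0048), with Cox7b at 0.52 and Uqcr10 at 0.53. Ribosomal protein genes had a median of 0.093 over 79 genes in the authors' deposited table (limma cameraPR adjusted p-value 0.0359), with Rpl21 and Rpl37a at 0.23 and 0.24. When adjusted over the list alone, 14, 20 and 0 genes of these 3 lists were past the threshold, against 14, 20 and 5 over all genes in the authors' deposited table. All 3 lists lost their call at a preset correlation of 0.05, at cameraPR adjusted p-values of 0.13, 0.13 and 0.318. Over all their alternatives, these values lay between 0.00447 and 0.626 for the repressors, 2.09e-05 and 0.441 for oxidative phosphorylation, and 0.000157 and 0.614 for the ribosomal proteins.

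The two-cell list, which bears most directly on the reporter, had only 6 genes with a row among its 80 listed symbols, and the others were not analysed here. Its median log2 fold change was 0.10 in the authors' deposited table, and its call (limma cameraPR adjusted p-value 0.0139) rested on Calcoco2 alone, at 3.10 with a standard error of 0.14. Without Calcoco2 the median of the other 5 genes in the authors' deposited table was -0.014, and 0 of them passed the threshold, with 1 at an unadjusted p-value under 0.05. That median is the value of Trim43c, with a standard error of 0.94. Trim43c and Arg2 had mean normalized counts of 6.20 and 6.12, near the lowest of the authors' deposited table at 5.58. These genes could hardly pass, so the median and the missing calls say little about two-cell genes. With a minimum mean count of 50, the median of the list turned to -0.031. The gene at an unadjusted p-value under 0.05 was Nelfa, at 0.22 with a standard error of 0.11 in the authors' deposited table.

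The other lists did not pass. The p53 targets had a median log2 fold change of -0.19 over 35 genes in the authors' deposited table (limma cameraPR adjusted p-value 0.12), with 25 negative genes. Glycolysis genes stood at -0.095 and mitochondrially encoded genes at 0.15 in the authors' deposited table (limma cameraPR adjusted p-value 0.204 for each). Lists tied to protein quality control did not pass either. In the authors' deposited table, medians were 0.061 for 33 proteasome subunits and -0.015 for 59 autophagy and lysosome genes (limma cameraPR adjusted p-values 0.473 and 0.563). The 44 chaperones had a median of 0.11 in the authors' deposited table, with 31 positive (limma cameraPR adjusted p-value 0.189). The 74 oxidative phosphorylation genes passed at a similar median of 0.11, so the missing call of the chaperones does not show a smaller shift. Within the autophagy and lysosome list of the authors' deposited table, 6 genes were called up and 4 down. Telomere maintenance genes had a median of -0.035 over 23 genes in the authors' deposited table (limma cameraPR adjusted p-value 0.473). The proteasome median turned to -0.032 after centring on the ribosomal protein genes and the telomere median to 0.027 after removal of GC and length trends, both without a call. With ranks in place of Wald statistics, the p53 and the mitochondrially encoded lists gained a call, at a cameraPR adjusted p-value of 0.0322 each.

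**Figure D3:**
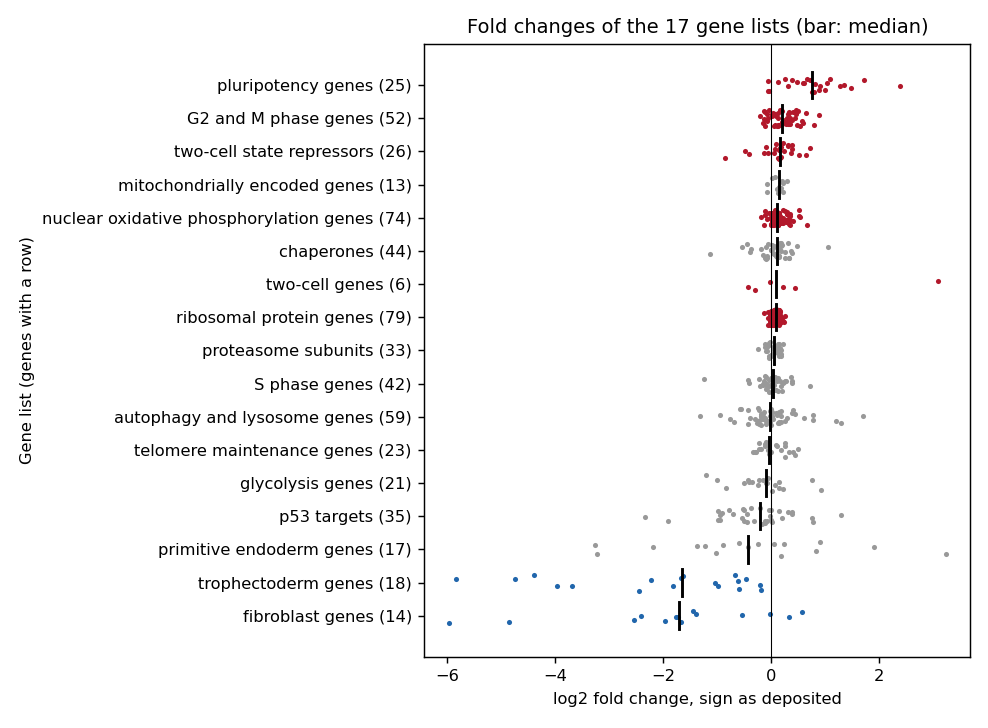
Each point is the log2 fold change of one gene of a list in the authors' deposited table, with the deposited sign, and each vertical bar is the list's median. Lists past an adjusted cameraPR p-value of 0.05 are red (positive median) or blue (negative median) and the others grey. Pluripotency genes have the highest median at 0.77, and trophectoderm and fibroblast genes the lowest at -1.64 and -1.69.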

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

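Most alternatives fixed before the data were examined were not run, because the count columns matched no sample. These are the other normalizations, the count filters, DESeq2, GC and length correction per library, fry, an estimated correlation, each fit that leaves out a replicate, and the summed share of two-cell genes. Whether one library decides any value, and how often other splits of the samples would give as many calls, is therefore not answered here. No paired analysis was possible because the count columns carry no replicate number and the authors' table holds no values per sample. The alternatives below were chosen after seeing the data, except the stricter fold change.

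The counts of positive and negative genes stayed within 1.5 times under an adjusted p-value of 0.01, a recomputed adjustment, a minimum mean count of 50, both centrings and removal of GC and length trends. At an absolute log2 fold change over 1, the calls by more than 0.5 dropped from 1609 to 957 and from 2067 to 1315, which the stricter limit itself produces.

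The pluripotency, trophectoderm and fibroblast lists kept their direction and call in all 7 alternatives, with cameraPR adjusted p-values from 3.48e-14 to 0.000825, from 9.15e-14 to 0.000212 and from 7.28e-09 to 0.00786. The G2 and M phase list (0.21) lost its call only with fold changes in place of Wald statistics, where its adjusted p-value was 0.38, against a lowest value of 6e-07. At the preset correlation of 0.05, the calls of the pluripotency, trophectoderm, fibroblast, G2 and M phase and two-cell lists held, and the other 3 did not.

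The ribosomal protein list lost its call in 5 of 6 alternatives. It fell to 0.083 when centred on all genes and to 0.019 without GC and length trends. It lost the call at its median of 0.093 with a minimum mean count, with fold changes in place of statistics and at a preset correlation of 0.05. Centring on the list itself fixes its median and was left out. Oxidative phosphorylation genes lost their call when centred on the ribosomal protein genes (0.021), without GC and length trends (0.054), and at 0.11 with fold changes or the higher correlation. Repressors of the two-cell-like state lost theirs after ribosomal centring (0.079) and at 0.17 with fold changes or the higher correlation. The two-cell list turned to -0.031 with a minimum mean count of 50, with fewer of its genes left and its call, which rests on Calcoco2, still past the threshold. It lost its call at 0.10 with ranks or fold changes. Except where stated, the causes of these changes were not tested.

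The other reversals were small and without a call on either side. Proteasome subunits stood at -0.032 and S phase genes at -0.043 after ribosomal centring, and telomere genes at 0.027 without GC and length trends. With ranks, p53 targets (-0.19) and mitochondrially encoded genes (0.15) gained a call at an adjusted p-value of 0.0322 each, the lowest of alternatives that reached up to 0.481 and 0.696. The causes were not tested. The 29 named genes were tried only under both centrings and removal of GC and length trends. Of their values, 82 were unchanged in direction and call and 5 were weaker, in Pou5f1, Rpl21 and Rpl37a. Many of these genes were named for extreme fold changes or small p-values, which such small shifts could hardly alter. The stricter adjusted p-value and fold change were not applied to them.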

Other observations

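Fold changes below are from the authors' deposited table, with the sign as deposited. The patterns were noticed in the table first. The tests on GC content and length, on gene families and on the medians of the added lists were fixed before their values were seen. The tests on two-cell genes, dilution, fibroblasts, the Oas and Oasl genes and the added lists without the lowest genes were chosen after the result was seen. Both added lists were drawn up after the genes with the strongest changes had been seen. Chromosome medians, Y-linked genes, runs of fold changes along chromosomes, and some imprinted, germline and signalling genes were also looked at, without a recorded test, and are not reported, so the patterns here were selected from more than those tested. Library composition and depth were not analysed here, since no count column was matched to a sample.

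Few two-cell genes had a row among those used. Of 80 listed symbols, 72 are names in GENCODE M21, 6 had a row, and 66 were not analysed here. The adjusted p-values allow a check of whether strongly changed genes lie in tested rows not analysed here. A Benjamini-Hochberg value equals the p-value times the number of tests divided by the rank, so a gap in the ranks shows as a shift. The first 20 ranks imply 17236 tests and 0 gaps. The number of rows not used above rank 500 came to 4.5, above rank 1000 to 8.3, and at the end of the table to 126.5. On simulated tables, the method returned 59.8 where 60 of the first 500 rows had been dropped and 4.9 where 5 had. That few rows are absent above rank 500 argues against most of the 66 genes having been tested and found among the strongest changes. Removal of such genes before testing, for example by a filter on counts or by the handling of reads that map to several copies, stays open. So does a comparison whose groups differ little in two-cell genes. The 6 genes with a row had a median log2 fold change of 0.10 in the authors' deposited table. Trim43c and Arg2 among them had mean counts near the lowest, so this median says little. These explanations were not told apart here. Whether the 66 genes have counts in the unused table of 6 libraries was not checked. Nor does the table name its groups, so that it holds another comparison than that of the sorted groups was not excluded. The orientation of the table's sign is not settled by this list either.

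Pluripotency genes were positive as a set while trophectoderm and fibroblast genes were negative. A GC or length trend is argued against, since all 3 lists kept their call after its removal, with a largest cameraPR adjusted p-value of 0.000523. Dilution by cells that express none of the pluripotency genes would lower all of them by one factor. Their fold changes in the authors' deposited table differed far more than their standard errors allow (Cochran Q 332.6 on 24 degrees of freedom), which argues against such dilution as the whole cause. Dilution by cells that keep part of these transcripts stays open. Fibroblasts in one group would bring abundant collagen I transcripts, but Col1a1 had a mean normalized count of 20.9 and Col1a2 of 10.1, against 1849 for Tagln in the authors' deposited table, which argues against fibroblasts as the source. A difference in the pluripotent state between the sorted groups stays open as a hypothesis, if the table compares those groups, and these data cannot separate it from differences between sorts.

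The most negative genes included several that interferon induces, such as Gbp7, Gbp2b and Psmb8. A list of 49 other interferon-induced genes was drawn up from general knowledge, without the genes that raised the question. It still holds extremes of the pattern, such as Isg15, the lowest of the table, and its genes respond together, so it is no independent check. Its 39 genes with a row had a median log2 fold change of -1.41 in the authors' deposited table, 30 were negative, and the set passed (limma cameraPR adjusted p-value 7.54e-06, adjusted over the 2 added lists). It also passed after removal of GC and length trends, at 3.44e-06. Without the 100 lowest fold changes of the table, the 35 genes left had a median of -1.35 in the authors' deposited table, with 26 negative (limma cameraPR adjusted p-value 7.67e-05). The pattern may reflect a difference in interferon response, but members of one interferon-induced family moved apart, which argues against a response shared by all such genes. Of the 9 Oas and Oasl genes in the authors' deposited table, 6 were called up, 1 was called down and 2 were not called, with a median of 1.67. Among them, Oas2 was at 2.54 with a standard error of 0.35 in the authors' deposited table, and Oasl2 at -5.06 with a standard error of 0.54. These genes resemble each other, so their counts could include shared reads, and what parts them was not tested.

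Primitive streak genes, such as T and Wnt3 at -6.56 and -5.87 in the authors' deposited table, were also among the most negative. In a list of 30 other primitive streak and primed epiblast genes, the 22 with a row had a median of -1.12 in the authors' deposited table and 18 were negative (limma cameraPR adjusted p-value 0.000365, and 0.000331 without GC and length trends). Without the 100 lowest fold changes, the 20 genes left had a median of -0.93 in the authors' deposited table, with 16 negative (limma cameraPR adjusted p-value 0.00152). A candidate explanation is a different share of cells entering differentiation. Lower expression per cell would give the same values and stays open. Against a uniform shift, Bmp4, Fgf17 and Grhl2 were called up in the authors' deposited table, at 0.76, 0.63 and 0.60.

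Neighbouring genes were called in the same direction more often than by chance. Among 16773 neighbouring pairs, 335 were both called up, against a mean of 148.3 in 10000 shuffles of the calls, and 475 were both called down, against 244.7 (permutation p-value 0.0001 for each, the smallest that these shuffles can give). Reads shared between members of one gene family could produce this. When pairs with the same name stem and pairs with a predicted gene were left out, the ratio of observed to shuffled pairs was still 1.85 for up and 1.74 for down, which argues against shared reads as the whole cause. For the longest run, shared reads stay open: 17 consecutive genes on chromosome 4 were called up, and they are zinc-finger genes such as Zfp982, Zfp985 and Zfp989 with predicted genes among them. The name stem is a rough guide to families, and genes that neighbour each other often share regulation, so the excess outside families has no single reading here.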
